# A Fairy Chemical, Imidazole-4-carboxamide, is Produced on a Novel Purine Metabolic Pathway in Rice

**DOI:** 10.1038/s41598-019-46312-7

**Published:** 2019-07-09

**Authors:** Hirohide Takemura, Jae-Hoon Choi, Nobuo Matsuzaki, Yuki Taniguchi, Jing Wu, Hirofumi Hirai, Reiko Motohashi, Tomohiro Asakawa, Kazutada Ikeuchi, Makoto Inai, Toshiyuki Kan, Hirokazu Kawagishi

**Keywords:** Biosynthesis, Plant sciences

## Abstract

Rings or arcs of fungus-regulated plant growth occurring on the floor of woodlands and grasslands are commonly called “fairy rings”. Fairy chemicals, 2-azahypoxanthine (AHX), imidazole-4-carboxamide (ICA), and 2-aza-8-oxohypoxanthine (AOH), are plant growth regulators involved in the phenomenon. The endogeny and biosynthetic pathways of AHX and AOH in plants have already been proven, however, those of ICA have remained unclear. We developed a high-sensitivity detection method for FCs including ICA and the endogenous ICA was detected in some plants for the first time. The quantitative analysis of the endogenous level of ICA in rice and Arabidopsis were performed using ^13^C-double labeled ICA. In addition, the incorporation experiment and enzyme assay using the labeled compound into rice and partially purified fraction of rice indicated that ICA is biosynthesized from 5-aminoimidazole-4-carboxamide (AICA), a metabolite on the purine metabolic pathway. The relationship between ICA and AHX was also discussed based on quantitative analysis and gene expression analysis.

## Introduction

“Fairy rings” is a phenomenon in which fruiting bodies of higher fungi occur after turfgrass grows and/or dies in the form of rings^1^. These diameters vary from a few centimeters to more than 15 meters and it is also known as a disease of turfgrass all over the world^2,3^. A term “fairy rings” has its origin in the medieval myths and superstitions associated with their occurrence in the Middle Ages. Since the first scientific report of fairy rings was published in 1675, various studies and reviews have been reported subsequently^1–4^. However, the real identity of the fairies (the causes of growth promotion and suppression) had been a mystery before our study, although there had been an established theory for some time^5,6^. The established theory is that “these fungi usually grow in a radial pattern in the below-ground, decomposing organic matter and releasing nitrogen in the form of ammonia. Ammonia is converted to nitrates, which is readily available to plants, by soil microorganisms, and the abnormal growth of grasses is caused by the accumulation of nitrates. On the other hand, excessive growth of fungi fills the air space in soil and prevents the penetration of water. It causes a drought of the soil, resulting in the death of grasses^2,3^”. However, we thought that the fungi produce specific plant growth regulator(s), therefore, the project for searching for the fairies from a fairy ring-forming fungus was launched. It is now known that more than 50 species of basidiomycetes that form fairy rings and we chose *Lepista sordida* which is one of the major fairy ring-forming fungi in Japan^1,2,7^.

A plant growth-promoting compound, 2-azahypoxanthine (AHX, **1**), and a plant growth-suppressing compound, imidazole-4-carboxamide (ICA, **2**), were isolated from the culture broth of the *L. sordida*, guided by the results in the bioassay using turfgrass^8,9^. The molecular mechanism of the growth regulating activity of **1** has been investigated by using rice that belongs to the same family as turfgrass and showed very similar response to **1**. A few years after the discovery of **1** and **2**, 2-aza-8-oxohypoxanthine (AOH, **3**) was isolated as a metabolite of **1** from **1**-treated rice. This compound also elongated the seedlings of bentgrass and rice like **1**^10^. These three compounds (**1**–**3**) were named fairy chemicals (FCs) after the title of the article in *Nature* which introduced our study^11^. FCs exhibited growth regulatory activity towards all the plants tested regardless of their families (rice, wheat, tobacco, etc.) and conferred tolerance to various and continuous stress (low or high temperature, salt, drought, etc.) on the plants^8–10^. Furthermore, the yields of rice, wheat, and/or other crops increased by treatment with each FCs in greenhouse and/or field experiments, suggesting applications in agriculture^8–10,12,13^.

FCs are chemically synthesized from a common precursor, 5-aminoimidazole-4-carboxamide (AICA, **4**) (Supplementary Materials Fig. S1)^14–17^. **4** and its ribonucleotide (AICAR, **5**) are common members on the purine metabolic pathway in plants, animals, and microorganisms. **5** is also known as an intermediate of purine bases such as hypoxanthine, xanthine, and uric acid. However, further metabolism of **4** has been unknown (Fig. 1). Therefore, we assumed that plants themselves produce FCs with the same or very similar route of the chemical synthesis. Our data showed the endogenous existence of **1** and **3** in plants and discovered a new route on the purine metabolism in which **1** and **3** are produced from **4** (Fig. 1)^10^. Recently, *N*-glucosides, AOH-1-β-D-glucoside (**6**), AOH-7-β-D-glucoside (**7**), AOH-9-β-D-glucoside (**8**), and AHX-1-β-D-glucoside (**9**) were isolated as the metabolites of **1** and **3** from **1**-treated rice and further metabolisms of **1** and **3** were revealed (Fig. 1)^18^. Contrary to them, molecular mechanism, endogeny, and biosynthetic pathway of **2** in plants had remained unclear. The reason why the research about **2** has less progressed than those of **1** and **3** is that suitable extraction and analytical methods for **2** has not been established.

**Figure 1:**
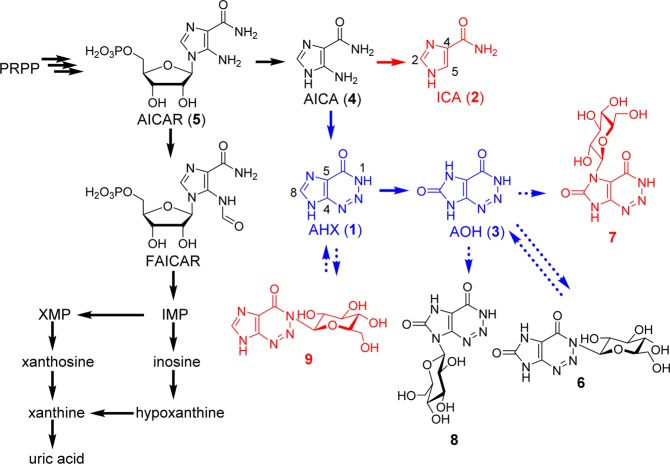
The structures of fairy chemicals and their derivatives, and the novel purine metabolic pathway in rice. The routes indicated by black arrows were adapted from the KEGG (Kyoto Encyclopedia of Genes and Genomes) and those indicated by dash arrows were not clear in the plant. The blue straight arrows and structures show the pathway and metabolites found in the previous study^5,7^. The novel pathway found in this study and the compounds whose endogenous existence have proven in this study are described in red. AHX: 2-azahypoxanthine, AICA: 5-aminoimidazole-4-carboxamide, AICAR: AICA ribonucleotide, AOH: 2-aza-8-oxohypoxanthine, FAICAR: 5-formamidoimidazole-4-carboxamide ribonucleotide, ICA: imidazole-4-carboxamide, IMP: inosine monophosphate, PRPP: phosphoribosyl diphosphate, XMP: xanthosine monophosphate.

Here, we established the exhaustive detection method of FCs (**1**–**3**) and their metabolites (**6**–**9**) using LC-MS/MS and proved the universal existence of **2** in plants. The exhaustive quantification of these compounds was also performed. Moreover, the molecular mechanism and the biosynthetic pathway of **2** in rice were discussed based on the oligo DNA microarrays and the incorporation experiments.

## Results and Discussion

### Gene expression profiles of rice treated with 2

It has been reported that **1** and **3** promoted the growth of shoots and roots of rice seedlings and **2** inhibited it^8–10,19^. However, the treatment with not only **1** or **3** but also **2** increased yields of rice and wheat grains^8,12^. The molecular mechanism of growth-regulating activity of **2** was investigated using oligo DNA microarrays of rice containing 42,000 genes (44 K × 4, Agilent Technology). 

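Shoots and roots of rice seedlings grown for 2 weeks with **2** (imidazole-4-carboxamide, ICA) at 2 or 10 μM were each compared with the same tissue of untreated seedlings. Every comparison of a tissue and a dose was hybridized to 2 arrays with the dyes exchanged, ICA RNA in Cy5 on one and in Cy3 on the other, which gave 8 arrays in 4 comparisons. The sample labels number these arrays as replicates 1 and 2, and the paper describes them as dye swaps, so each comparison was read as 1 replicate, and changes were called by size and direction, not by a test across replicates. The authors deposited the output of Agilent's Feature Extraction for each array, whose log10 ratio of Cy5 over Cy3 had been corrected for background and normalized for dye within the array. These ratios were turned to log2 of ICA over control and averaged over both arrays. Each array held 42477 probes of 60 bases besides controls, with 37955 distinct sequences, and 28855 loci had at least 1 probe. Between 83.5% and 87.9% of the probes were well above background per array and channel, no probe was saturated, and 45 to 78 outlier spots per array were left out. A probe was tested where it was well above background on both arrays in the ICA RNA or on both arrays in the control RNA. It was called changed where it was at least 2-fold different in the same direction on both arrays. A gene's value was the mean over its tested probes. The number of arrays limits the precision of all values, and the spread between the arrays of a swap covers technical error only.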

Supplementary Materials Fig. S2 shows the expression profiles of genes that are induced (positive ratios, red coloration) or repressed (negative ratios, blue coloration) by the treatment with each FCs to the control.

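In shoots at 2 μM ICA, 521 probes were higher and 921 lower among 37014 tested, and at 10 μM 1471 were higher and 1592 lower among 37266. In roots at 2 μM, 222 probes were higher and 116 lower among 36117, and at 10 μM 371 were higher and 492 lower among 35940. The count that moved most by ratio was that of probes higher in shoots at 2 μM, which was 2158 when Feature Extraction's own p-value under 0.01 on both arrays took the place of the 2-fold rule. The larger number of changed probes in shoots than in roots was not tested against replicates, and the arrays of each tissue were on a slide of their own. Many loci have several probes: the 371 probes that were higher in roots at 10 μM correspond to 203 genes when each gene is taken as the mean of its probes, and the 222 at 2 μM to 71.

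**Figure D1:**
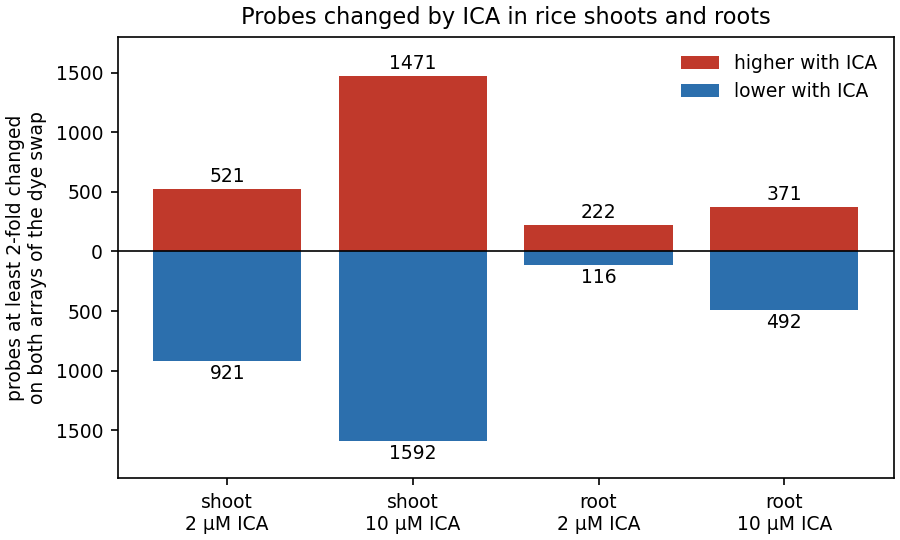
Number of probes at least 2-fold higher (red, upwards) or lower (blue, downwards) with ICA on both arrays of the dye swap, by tissue and dose. The highest bars are those of shoots at 10 μM and the lowest those of roots at 2 μM.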

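Across probes tested at both doses, the log2 ratios at 2 and 10 μM ICA had a Pearson r of 0.726 in shoots (Spearman's rho 0.736, 36821 probes) and 0.686 in roots (rho 0.609, 35698 probes). Simulated unchanged doses that share 1 control RNA gave 0.500 and 0.491. These values were set by the simulation, which gave treated and control RNA an equal spread. A control that deviates more would raise r without any effect of the dose, so the excess over them is no test. Between shoots and roots, r was 0.447 at 2 μM and 0.423 at 10 μM. These correlations are across probes, which are not independent replicates, and 4 were computed. Without the filter on detection they were lowest, at 0.669 and 0.553 between the doses in shoots and roots. Of the called probes, 415 were higher and 466 lower at both doses in shoots, and 156 were higher and 89 lower at both doses in roots. At 10 μM, 208 probes were higher in both tissues, 119 were lower in both, and 22 changed in opposite directions. The arrays of **1** and **3** were not analysed here.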

The gene expression profile of rice treated with **2** showed largely reverse patterns in comparison to those of **1** and **3** (Supplementary Materials Fig. S2)^9,10^. Treatment with **2** significantly supressed aquaporin (*TIP1;1* and *TIP2;1*) and root-specific genes (root-specific metal transporter and RCc3 protein) (Table 1). 

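Table 1 names no tissue, so the values of both tissues are given, as the mean log2 ratio of ICA over control with the SD between the arrays of the dye swap. In roots, *TIP1;1* (Os03g0146100, chromosome 3, 6 probes) had −0.83 ± 0.093 at 2 μM and −1.78 ± 0.11 at 10 μM. *TIP2;1* (Os02g0658100, chromosome 2, 2 probes) had −1.49 ± 0.074 and −1.52 ± 0.063. The root-specific metal transporter (Os02g0131800, 1 probe) had −0.62 ± 0.047 and −1.24 ± 0.082, and RCc3 (Os02g0662000, 2 probes) had −1.04 ± 0.32 and −0.99 ± 0.24. All 4 genes were lower on both arrays at both doses in roots. The fall was at least 2-fold on both arrays for *TIP2;1* at both doses and for *TIP1;1* and the metal transporter at 10 μM. *TIP1;1* and the metal transporter at 2 μM and RCc3 at both doses did not reach 2-fold on both arrays, and RCc3 was at −0.81 and −0.82 on the array with ICA in Cy5. These 4 values passed a rule of 1.5-fold on both arrays, and also Feature Extraction's p under 0.01 on both arrays.

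In shoots, *TIP1;1* was lower by at least 2-fold on both arrays, with −1.26 ± 0.13 at 2 μM and −1.29 ± 0.16 at 10 μM. *TIP2;1* was higher, with 1.28 ± 0.087 and 1.31 ± 0.096, at a control signal of 49.3 and 66.3 against 5972.5 in control roots on the 2 μM arrays. Its rise in shoots stayed below the 2-fold rule after another background correction (normexp) and loess normalization, at 0.64 and 0.77. RCc3 was near background in shoots at 2 μM, with −0.73 ± 0.59 and an ICA signal of 14.7 (1 of its 2 probes was at background in the ICA RNA on both arrays, a bound of at least 1.13-fold lower), and was higher at 10 μM, with 2.60 ± 0.29. The metal transporter was not above background in shoots. From the lower expression of the aquaporins and the root-specific genes, and from roles reported for them, the paper proposes their down-regulation as a cause of the growth inhibition by ICA.

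**Figure D2:**
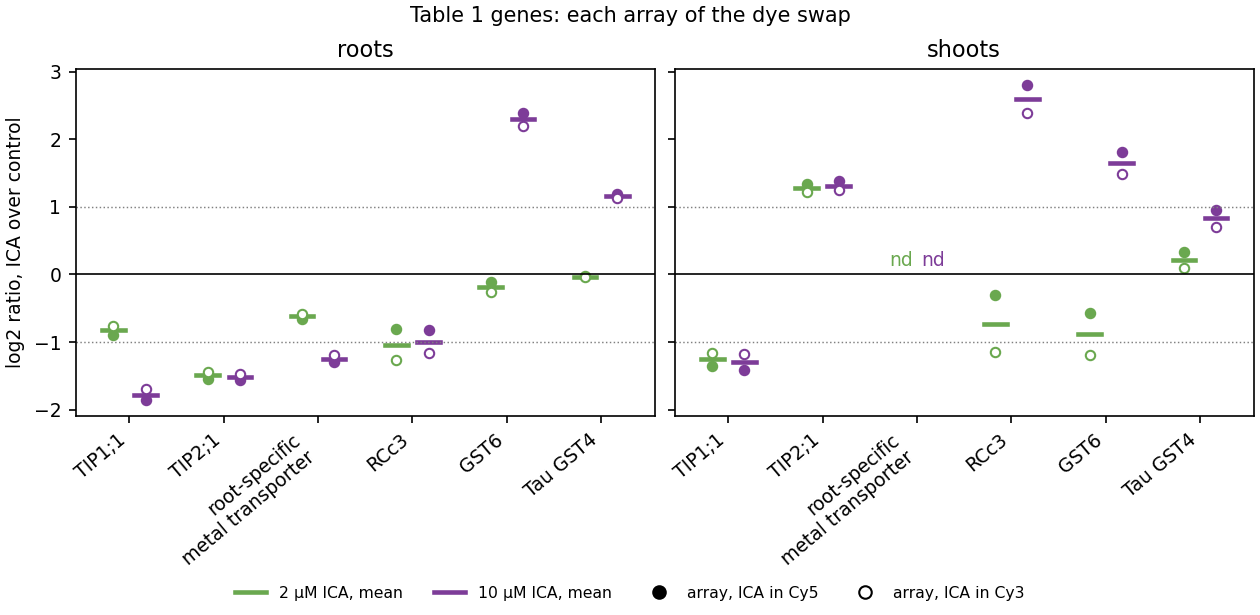
Log2 ratio of ICA over control of the genes of Table 1 in roots and shoots, for each array of the dye swap (points) and as their mean (bars), at 2 and 10 μM ICA. Dotted lines mark 2-fold and nd marks a gene not above background. *TIP2;1* lies below 0 in roots and above 0 in shoots at both doses.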

Tonoplast intrinsic proteins (TIPs) are the major components of vacuole membranes and the most abundant aquaporins in plants^20^. Especially *Arabidopsis thaliana* aquaporin, AtTIP2;1 has been demonstrated to transport ammonia/ammonium ions, in addition to the water-channel function^21^. It has been reported that root-specific metal transporter and RCc3 play important roles in the regulation of metal homeostasis in *Arabidopsis thaliana* and elongation of root in rice, respectively^22,23^. Hence, the plant growth inhibition by **2**-treatment may be due to the down-regulation of these genes^8,19^. However, the genes of glutathione *S*-transferases (*GST*) were induced by treatment with **2** similar to **1** or **3** (Table 1)^9,10^. It is known that GSTs are involved in the detoxification of xenobiotics, give tolerance to environmental stress to plants, and help protect tissues in various plants. For example, it has been reported that the transgenic Arabidopsis plants expressing rice GST showed better growth under abiotic stress conditions such as heavy metals, low temperature, osmotic pressure, salt, and oxidation^24,25^. Therefore, the fact that the increasing effect of **2** on yields of rice and wheat seeds in the field experiments might be explained by the up-regulation of GSTs.

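In roots at 10 μM ICA, *GST6* (Os09g0367700, 3 probes of 1 sequence) had a mean log2 ratio of 2.29 ± 0.14 (SD between the arrays of the swap) and *Tau GST4* (Os10g0528300, 3 probes) 1.16 ± 0.043, both at least 2-fold higher on both arrays. At 2 μM in roots neither was called, with −0.18 ± 0.11 for *GST6* and −0.034 ± 0.012 for *Tau GST4*. In shoots *GST6* had −0.88 ± 0.44 at 2 μM and 1.65 ± 0.23 at 10 μM, and only the latter was called. *Tau GST4* in shoots had 0.21 ± 0.17 and 0.83 ± 0.18, neither of them called. After normexp and loess, *GST6* in shoots (0.99) and *Tau GST4* in roots (1.01) at 10 μM were no longer 2-fold on both arrays, while both remained higher. Besides these genes, 52 loci were annotated with the words glutathione S-transferase or glutathione transferase; the annotations of *GST6* and *Tau GST4* use the short form and are not among them. The median log2 ratio of the detected members was 0.27 in shoots at 10 μM, the 99.95th percentile of 10000 random lists of the same size and like brightness, with 5 members called higher and 1 lower. In roots at 10 μM it was 0.084, the 97.74th percentile, with 3 called higher and 2 lower. At 2 μM it was 0.029 in shoots (57.2th percentile) and −0.052 in roots (2.29th percentile), with 1 member called higher in shoots and none called in roots. The median in shoots at 10 μM moved most under normexp and loess, to 0.18.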

**Table 1:** Summary of microarray data of rice treated with **1–3**.

Regulated genes	Fold change			
Gene name	ICA (2)		AHX (1)	AOH (3)
	2 μM	10 μM	50 μM	50 μM
Os03g0146100 (tonoplast intrinsic protein1;1, TIP1;1)	−1.79	−3.65	—	2.50
Os02g0658100 (aquaporin TIP2.1)	−2.81	−2.87	2.88	12.1
Os02g0131800 (root-specific metal transporter)	−1.53	−2.37	—	2.31
Os02g0662000 (RCc3 protein)	−2.10	−2.04	2.74	6.61
Os09t0367700 (GST6)	—	5.29	12.0	2.62
Os10t0528300 (Tau GST4)	—	2.46	10.8	4.16

Microarray data of **1** and **3** were cited from ref.^10^.

### Method for extraction and fractionation of 1–3 and 6–9

Both **1** and **2** were chemically synthesized from **4** and it has been reported that **4** converted into **1** in rice^10,14–17^. Hence, we assumed that **2** is also biosynthesized from **4** like **1** in plants. The difficulty in analyzing FCs and their metabolites was due to their low content in plant extracts. In our previous study, repeated fractionations of plant extracts by high-performance liquid chromatography were required for quantification of endogenous **1** and **3**^10^. Therefore, developing a fast and high-sensitivity detection method was desirable for not only **2** but also **1** and **3**.

Some recently described analytical methods for plant hormones are capable of separating more than ten compounds and these methods are combined solid phase extraction and LC-MS/MS analysis^26,27^. LC-MS/MS can selectively analyze the target compounds based on the mass of precursor ion and product ion, and it is particularly useful for analysis of trace compounds such as plant hormones which are usually at the nM level in plant tissues^26,28^. Hence, we tried to establish efficient detection method of FCs by the reference of the analytical methods of plant hormones and achieved it. The overall procedure for the method summarized in Fig. 2. The extracts were first passed through a solid-phase extraction column (Oasis HLB column) to remove interfering compounds. Since **2** is basic, a strong cation-exchange column (Oasis MCX column) was used as the second column. According to the procedure, **1**, **3**, and **6**–**9** were recovered in the eluate with 0.1 N hydrochloric acid (fraction 1) and **2** was eluted with 5% ammonia solution (fraction 2). The fraction 1 was subjected to LC-MS/MS in the negative ion mode as described previously^10^. On the other hand, the detection sensitivity of **2** was very low in the same analytical conditions for **1** and **3**. Therefore, we newly determined the analytical condition of LC-MS/MS for **2** and the intensity (signal-noise ratio) increased 20-fold in the positive ion mode. The recovery rate of samples after separation on the Oasis MCX column was calculated using authentic standards only and reached on average 95% and 80% for **1**–**3** and **6**–**9**, respectively (Supplementary Materials Table S1). The data showed that **1**–**3** and **6**–**9** were efficiently recovered in this method^27^. Thus, a fast and high-sensitivity detection method for FCs and their derivatives was established.

**Figure 2:**
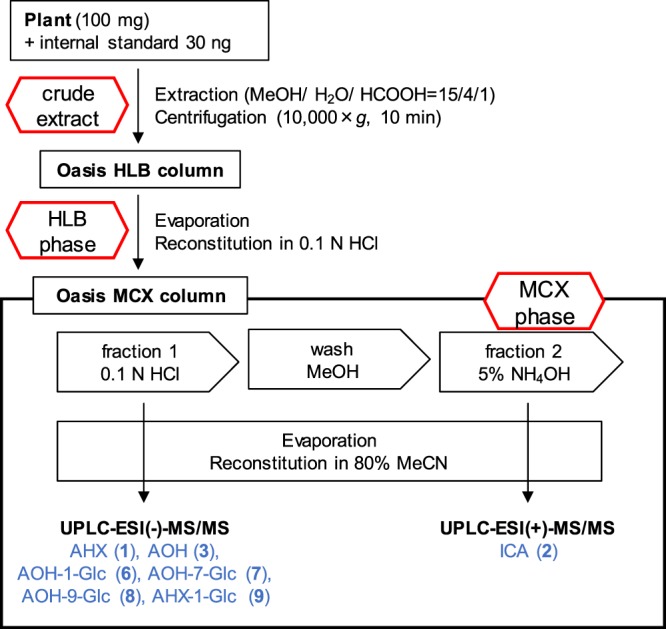
Schematic representation of the extraction and analysis protocol. The compounds were analyzed in LC-MS/MS which shown in blue letters. Each phase was represented in red hexagonal boxes.

By using the method, the detection sensitivity of **2** increased about 140-fold from the crude extract (Supplementary Materials Fig. S3). The noteworthy feature of the method is that it required only 100 mg fresh weight (FW) of each plant tissues for detection and enabled fast, high-throughput, and exhaustive analysis of FCs and their derivatives. Moreover, solid phase extraction and separation using an Oasis MCX column have been frequently used as the efficient method for pre-purification of some other plant hormones; acidic plant hormones (indole-3-acetic acid, abscisic acids, and gibberellic acids) were eluted with methanol and alkaline cytokinins were eluted with 0.35 M ammonium hydroxide in 60% methanol^26,29,30^. Therefore, this method has the advantage that analysis of FCs and plant hormone can be performed simultaneously, which will help to clarify the relationship between FCs and plant hormones.

### Quantification of 1–3 in rice and arabidopsis

To certify the endogeny of **2** in plants, we attempted to analyze various plants and succeeded in the detection of **2** in the plants for the first time (Supplementary Materials Table S2). This result showed that **2** is produced by plants themselves. It has been also reported that **1** and **3** were detected in various plants, indicating that FCs exist in plants universally^10^. Furthermore, the endogenous FCs in rice cultivated under aseptic conditions were quantified. Two stable labeled isotopes [4-^13^C,2-^15^N]-**1** and [2,5-^13^C_2_]-**2**, which were synthesized previously, were utilized for quantification as an internal standard^10,31^. MS detects the molecular ion of a compound and also the molecular ion consisted of naturally occurring stable isotopes whose molecular weight is one or a few larger. Therefore, double isotope labeled compounds are very useful as an internal standard for precise quantification^32^. Furthermore, in this case, labeling carbons of the imidazole ring is very meaningful for elucidation of further metabolism of FCs because their metabolites still having the ring might exist. As a result, the content of FCs in rice was determined as **1** (6.78 ± 0.14 ng/g FW in shoot and 23.2 ± 4.84 ng/g FW in root), **2** (14.9 ± 0.10 ng/g FW in shoot and 18.7 ± 1.69 ng/g FW in root), and **3** (5.45 ± 1.09 ng/g FW in shoot and 22.6 ± 6.57 ng/g FW in root) as shown in Fig. 3. This result indicated that the endogenous level of **2** was similar to those of **1** and **3** and the endogenous levels of FCs were almost the same as those of major plant hormones in rice (gibberellin A_19_; 7.13 ± 0.430 ng/g FW in shoot, indole-3-acetic acid; 24.3 ± 3.81 ng/g FW in shoot), suggesting that FCs regulate plants at the nM level as the plant hormons^26,28^.

**Figure 3:**
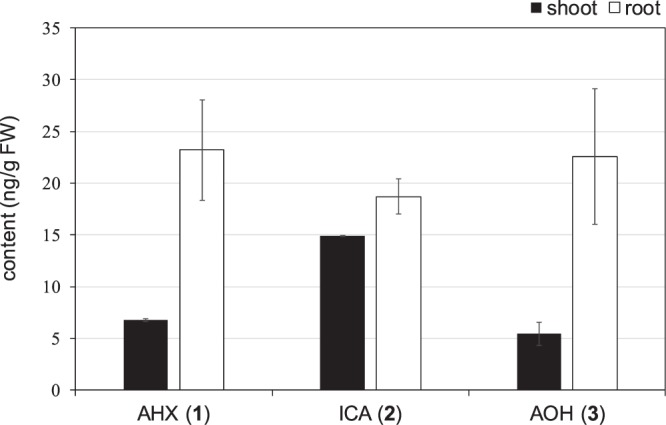
Quantitative analysis of fairy chemicals by LC-MS/MS in rice. The endogenous levels of **1–3** in shoot and root of rice are described as black and white bars, respectively. [4-^13^C,2-^15^N]-**1** and [2,5-^13^C_2_]-**2** were used as internal standards. Results are the mean ± S.D. (n = 3). FW: fresh weight.

Furthermore, **1** (1.25 ± 0.83 ng/g FW in shoot and 0.44 ± 0.12 ng/g FW in root), **2** (5.26 ± 0.62 ng/g FW in shoot and 5.59 ± 1.57 ng/g FW in root), and **3** (731.01 ± 201.37 ng/g FW in shoot and 16.75 ± 6.89 ng/g FW in root) were also detected in Arabidopsis cultivated under aseptic conditions (Supplementary Materials Fig. S4). The endogenous levels of **1** and **2** in Arabidopsis were lower compared to that in rice, whereas that of **3** was much higher in Arabidopsis compared to that in rice. The oxidation from **1** to **3** is catalyzed by xanthine dehydrogenase (XDH), which is known as an enzyme that oxidizes hypoxanthine and xanthine to uric acid in purine metabolism^10,33^. Whereas rice possesses only one gene for *XDH*, Arabidopsis has two genes (*AtXDH1* and *AtXDH2*) and both the genes were more strongly expressed in shoot than root^34^. The differences in the number of *XDH* genes between the two plants species and in expression levels of *XDH* genes between shoot and root in Arabidopsis may have contributed to the high concentration of **3** in the shoot of Arabidopsis.

### Quantification of 6–9 in rice and arabidopsis

Compounds **6**–**9** were isolated from **1**-treated rice, suggesting that plants have a pathway to biosynthesize **6–9** endogenously^18^. Although labeled **6**–**9** have not been chemically synthesized, **1** and **6**–**9** were eluted in the same fraction in the new method (Fig. 1). Then, we tried to determine the quantity of **6**–**9** using [4-^13^C,2-^15^N]-**1** as an internal standard. As a result, **7** (0.17 ± 0.03 ng/g FW in shoot) and **9** (1.42 ± 0.24 ng/g FW in root) were detected in rice (Supplementary Materials Fig. S5 and Table S3). Furthermore, **7** (5.88 ± 1.83 ng/g FW in shoot and 1.27 ± 0.47 ng/g FW in root) was also found in Arabidopsis (Supplementary Materials Table S3). This is the first finding showing that **7** and **9** exist in nature. The content of **7** in Arabidopsis was higher than that in rice and it will be due to a larger amount of **3** in Arabidopsis. The endogenous levels of the glucosides in both rice and Arabidopsis were less than those of FCs themselves. One of the plant hormones, cytokinin, has a purine skeleton like **1** and **3** and it is converted into *N*-glucosides, and the glucosides exhibit little or no activity against plants^18,35^. In terms of their physiological activity, the glucosides are known as transport forms or storage ones^35^. In our previous study, *N*-glucosides **6**–**9** also exhibited no statistically significant activity against rice^18^. Thus, **6**–**9** may also exist as a transport form or a storage form like cytokinin glucosides and the endogenous levels of **6**–**9** may depend on the growth stage.

### The biosynthetic pathway of 2 in rice

As mentioned above, the endogenous existence of **2** in plants was proven. Next step is to certify our hypothetic biosynthetic route from **4** to **2**. Rice seedlings were cultivated in distilled water containing 0.1 mM [2,5-^13^C_2_]-**4** that was synthesized previously, and the extracts of the treated seedlings were analyzed using the new method^31^. The precursor ion (*m/z* 114.0556) and the product ion (*m/z* 97), the same as authentic [2,5-^13^C_2_]-**2**, were detected at the same retention time from shoot and root of the **4**-treated rice (Supplementary Materials Fig. S6), indicating that the biosynthetic route from **4** to **2** indeed exists in rice.

To search for the enzyme(s) that catalyze the conversion of **4** to **2**, the extracts of roots of rice seedlings were ultra-filtrated and the fraction with molecular weight more than 30,000 showed the enzymatic activity for converting [2,5-^13^C_2_]-**4** into [2,5-^13^C_2_]-**2**. This conversion was not observed with the heat-deactivated extracts (Supplementary Materials Fig. S7). In addition, conversion of **4** to **2** did not progress without NaNO_2_. In chemical synthesis of **2** from **4**, **4** is treated with NaNO_2_ and the resulting intermediate, 4-diazo-4*H*-imidazole-5-carboxamide (DICA, **10**), causes deamination by thermolysis (method A) or hydrogenolysis (method B) to give **2** (Supplementary Materials Fig. S1)^14–17,31^. Therefore, the result suggested that **4** was enzymatically converted to **2** in rice and the reaction was very similar to the chemical synthesis.

Finally, the labeled FCs in the rice seedling treated with 0.1 mM [2,5-^13^C_2_]-**4** were quantified (the above experiment) as shown in Fig. 4; [4,8-^13^C_2_]-**1** (1.09 ± 0.36 ng/g FW in shoot and 1.37 ± 0.65 ng/g FW in root), [2,5-^13^C_2_]-**2** (17.3 ± 3.86 ng/g FW in shoot and 27.6 ± 10.6 ng/g FW in root), [4,8-^13^C_2_]-**3** (4.99 ± 2.11 ng/g FW in shoot and 2.44 ± 0.47 ng/g FW in root), and [2,5-^13^C_2_]-**4** (0.23 ± 0.06 ng/g FW in shoot and 0.57 ± 0.10 ng/g FW in root). The concentration of residual [2,5-^13^C_2_]-**4** in the medium after the incubation of rice seedlings was very low (16.8 ± 3.40 nM), while the concentration of the [2,5-^13^C_2_]-**4** in the medium without the seedlings (control) was 95.8 ± 17.8 µM. This result indicated that [2,5-^13^C_2_]-**4** was not decomposed under this culture condition and most of [2,5-^13^C_2_]-**4** was absorbed into rice. However, the content of [2,5-^13^C_2_]-**4** detected in the treated rice was very low and the total amount of labelled FCs was also very small. This result suggested the possibility that [2,5-^13^C_2_]-**4** was converted to other unknown metabolites in rice. In terms of the biosynthesis of FCs, we previously reported that [4-^13^C]-**3** was detected in rice treated with [5-^13^C]-**4** and [4-^13^C]-**1** was not detected in the rice^10^. In this study, the conversion from [2,5-^13^C_2_]-**4** to [4,8-^13^C_2_]-**1** was able to be observed for the first time because the new method is much more sensitive than the previous method. Thus, this result proved our hypothesis that **4** was converted to **3** via **1** in rice. The content of [2,5-^13^C_2_]-**2** was higher than the total contents of [4,8-^13^C_2_]-**1** and [4,8-^13^C_2_]-**3** in both shoot and root, indicating that the metabolism from **4** into **2** is the preferential pathway compared with that from **4** into **1**.

## Conclusion

FCs are plant growth regulators isolated from the fairy-ring fungus as the causative principles of fairy rings. Although the molecular mechanisms, endogeny, and biosynthetic pathways of **1** and **3** in plants have already been proven, those of **2** had not been cleared. It has been reported that **1** and **3**, and **2** exhibited growth-promoting activity and growth-inhibiting activity against rice, respectively^8–10,19^. Here, the gene expression profile of rice treated with **2** showed largely reverse patterns in comparison to those of **1** and **3**, suggesting that the plant growth may be regulated by the endogenous levels of FCs. It was also revealed that the treatment with **2** imparted stress tolerance to plants like **1** and **3**. Furthermore, a detection method for FCs and their derivatives was established. The method enabled fast, high-sensitivity, high-throughput, and exhaustive analysis of FCs and the universal endogeny of the compounds was discovered in plants by using the method. It can contribute to the quantification of FCs in various researches and elucidation of the physiological function of the compounds. The incorporation assay revealed the biosynthetic pathway of **2**, indicating that all FCs are biosynthesized from **4** in rice. The above-mentioned studies and our findings allowed us to conclude that FCs are biosynthesized on the novel purine metabolic pathway in plants and FCs are a candidate of a new family of plant hormones^5,6^.

## Methods

### Materials and chemicals

A rice cultivar (*Oryza sativa* L. cv. Nipponbare) was used for microarrays, qualitative and quantitative analyses of FCs and incorporation assay (Figs 3 and 4, Table 1, Supplementary Materials Figs S2, S3, S5–7 and Tables S2, S3). An Arabidopsis (*Arabidopsis thariana* L. cv. Columbia) was used for qualitative and quantitative analyses of FCs (Supplementary Materials Fig. S4 and Tables S2, S3). A cucumber (*Cucumis sativus* L. cv. Ajisango), lettuce (*Lactuca sativa* L. cv. Cisco), komatsuna (*Brassica rapa* L. cv. Rakuten), tomato (*Solanum lycopersicum* L. cv. House-Momotaro), *Eucalyptus* (*Eucalyptus grandis*) and broccoli (*Brassica oleracea*. L. cv. Green-Beauty) were used for qualitative analysis of **2** (Supplementary Materials Table S2). All solvents used throughout the experiments were obtained from Kanto Chemical Co. (Tokyo, Japan).

**Figure 4:**
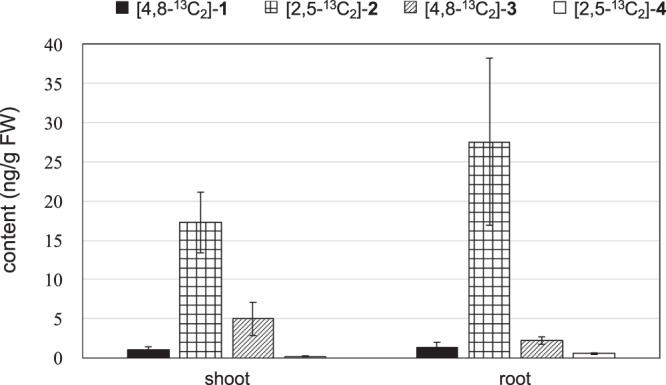
Quantitative analysis of ^13^C_2_ labelled FCs in rice treated with 0.1 mM [2,5-^13^C_2_]-4. The contents of labelled **1–4** in shoot and root of rice treated with 0.1 mM [2,5-^13^C_2_]-**4** is described in left side and right side, respectively. The external standard method was used for quantification. Results are the mean ± S.D. (n = 3). FW: fresh weight.

### Cultivation of rice

Seeds of rice (*Oryza sativa* L. cv. Nipponbare) were sterilized with 70% (v/v) ethanol for 1 min and 2.5% (v/v) sodium hypochlorite for 10 min. After washing with distilled water for three times, the seeds were transferred to a covered petri dish (90 mm) with 20 mL of distilled water in clean bench and covered from light by aluminum foil. These seeds were incubated for germination at 28 °C. After 3 days, germinated seeds were sown on a net about 50 seeds per a culture pot (*ϕ* 87 × 176.5 mm) with 100 mL of half-strength of nutrient solution A (1 mM NH_4_NO_3_, 0.6 mM Na_2_HPO_4_, 0.3 mM K_2_SO_4_, 0.4 mM MgCl_2_, 0.2 mM CaC1_2_, 45 μM Fe-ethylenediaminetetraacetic acid, 50 μM H_3_BO_3_, 9 μM MnSO_4_, 0.3 μM CuSO_4_, 0.7 μM ZnSO_4_ and 0.1 μM Na_2_MoO_4_). The culture pots were placed in an incubator and maintained in a vertical position under dark/light cycles of 8 h/16 h at 28 °C for a week. Rice seedlings were divided into two parts, shoot and root. All tissues were weighed and stored at −80 °C.

### Cultivation of arabidopsis

Seeds of Arabidopsis (*Arabidopsis thariana* L. cv. Columbia) were sterilized with 70% (v/v) ethanol for 1 min and 1.5% (v/v) sodium hypochlorite for 10 min. After washing with distilled water for three times, the seeds were transferred to a covered petri dish (90 mm) with 20 mL of distilled water in clean bench and covered from light by aluminum foil. These seeds were incubated for germination at 4 °C for 3 days. The germinated seeds were transferred to a new petri dish (90 mm) with 25 mL of half-strength of Murashige-Skoog medium with 10% (w/v) sucrose, 0.5% (w/v) 2-morpholinoethanesulfonic acid monohydrate (MES), 1% (v/v) Gamborg’s vitamin solution and 0.9% (w/v) bacto agar. The final solution was adjusted to pH 5.8. The petri dishes were placed in an incubator and maintained in a vertical position under dark/light cycles of 8 h/16 h at 22 °C for two weeks. Arabidopsis seedlings were divided into two parts, shoot and root. All tissues were weighed and stored at −80 °C.

### Microarray

Immediately after germination, rice seedlings treated with or without **2** were incubated in a test tube for 2 weeks, and half-strength of nutrient solution A was replaced every day. Rice seedlings were divided into two parts, shoot and root. Total RNA was isolated from the seedlings using an RNeasy plant mini kit (Qiagen). cDNA was synthesized to provide 200 ng of total RNA (Agilent Technologies). This cDNA was used as a template to synthesize cRNA. The cRNA was labelled with Cyanine-3 (Cy3) CTP or Cyanine-5 (Cy5) CTP. Cy3-labeled cRNA was mixed with the same amount of Cy5-labeled cRNA and the mixture was used for hybridization. After hybridization for 17 h at 65 °C, the slides were washed and scanned with an Agilent Microarray Scanner. Feature extraction and image analysis software (version A.8.4.1; Agilent Technologies) were used to locate and delineate each spot in the array and to integrate each spot’s intensity, filtering, and normalization. 

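Between the arrays of a dye swap, the log2 ratios of ICA over control had a Pearson r across tested probes of 0.827 in shoots at 2 μM, 0.900 in shoots at 10 μM, 0.626 in roots at 2 μM and 0.799 in roots at 10 μM. Without the filter on detection, the value of roots at 2 μM fell to 0.367. The SD of each array's distance from the mean of its swap was 0.149, 0.151, 0.135 and 0.137 on the log2 scale in the same order. It holds technical error and a dye effect, and the dye effect cancels in the mean. Across the 4 comparisons, 1 probe, in roots at 10 μM, was at least 2-fold changed in opposite directions on the arrays of a swap. When the arrays of a swap were read as replicates in limma, 8449 probes were higher and 8569 lower in shoots at 10 μM at an adjusted p under 0.05, and 6221 and 6502 at 2 μM, of 36821. In roots 2714 were higher and 3322 lower at 10 μM, and 680 and 640 at 2 μM, of 35698. If both arrays carry the same extracts, these counts measure technical error only. In roots at 2 μM, where they moved most, they were 6884 and 7360 with a term for the dye orientation (replicate block, 1 residual degree of freedom) and 99 and 53 without the filter on detection.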

We performed dye swap experiments to estimate the technical and dye labelling error. Hierarchical clustering analyses were performed using Subio Platform ver 1.14 (http://www.subio.jp). Microarray information has been deposited at the Gene Expression Omnibus with the accession number, GSE100899.

### Extraction and fractionation of FCs

The Frozen tissues (about 100 mg FW), and 30 ng of [4-^13^C,2-^15^N]-**1** and [2,5-^13^C_2_]-**2** were added to a 2 mL centrifuge tube filled 1 mL of extraction solvent (methanol: formic acid: water = 15: 1: 4) and crushed tissues using a Micro Smash (4,500 rpm, 3 min) with 3 stainless beads (diameter, 3.2 mm). [4-^13^C,2-^15^N]-**1** and [2,5-^13^C_2_]-**2** were synthesized as reported previously^10,31^. After centrifugation at 10,000 × *g* for 10 min, the supernatant was transferred to a new 2 mL microtube. The pellet was re-extracted with 1 mL of extraction solvent and combined with the first supernatant (approximately 2.0 mL). To remove interfering compounds, the extract was first passed through an Oasis HLB 1 cc/30 mg (Waters) equilibrated with an extraction solvent. After removing the solvent of the extracts under reduced pressure, the residue was reconstituted with 0.5 mL of 2% formic acid. The solution was loaded an Oasis MCX 1 cc/30 mg (Waters) conditioned with methanol and equilibrated with 0.1 N hydrochloric acid, and sequentially eluted with 1 mL of 0.1 N hydrochloric acid (fraction 1), 1 mL of methanol (wash), and then 1 mL of 5% ammonia (fraction 2), and each fraction was evaporated to dry. The fraction 1 that contained **1**, **3**, **6** to **9** and [4-^13^C,2-^15^N]-**1**, and the fraction 2 that contained **2** and [2,5-^13^C_2_]-**2** were dissolved in 120 μL of 0.05% formic acid in 80% acetonitrile and subjected to LC-MS/MS analysis. To determine the recovery rates, ten ng of tested compounds were dissolved in 1 mL of extraction solvent (without plant matrices). The solutions were fractioned as shown in Fig. 2 and each fraction subjected to LC-MS/MS. The results were compared with the tested compounds without fractionations.

### Detection of 2 by LC-MS/MS

All plants were divided into above ground parts and roots. The above ground parts and roots were extracted with ethanol, respectively. After removing the solvent of the extracts under reduced pressure, each sample was dissolved in 80% acetonitrile and subjected to LC-MS/MS analysis.

### UPLC-ESI-Orbitrap MS/MS conditions

A Shimadzu UPLC system (Shimadzu, Japan) coupled to an LTQ Orbitrap mass spectrometry (Thermo Fisher Scientific, Waltham, MA, USA) equipped with an electrospray ionization probe was used. **For 1 and 3;** The analyses were performed according to the method as reported previously^10^. A PC-HILIC column (*ϕ* 2 × 100 mm, 3 μm; Shiseido, Japan) was used in the analysis (injection volume, 10 μL; solvent, 95% acetonitrile with 0.05% formic acid; flow rate; 0.4 mL/min). After each analysis, the column was re-equilibrated for 12 min at the initial conditions prior to the next sample analysis. MS analysis was performed in the negative FTMS mode at a resolution of 30,000 at *m/z* 400 with the following source parameters: sheath gas flow, 50; auxiliary gas flow rate, 10; tube lens, −63 V; capillary voltage, −16 V; ion spray voltage, 3 kV. **For 2;** The LC conditions were the same as those of **1** and **3**. MS analysis was performed in the positive FTMS mode at a resolution of 30,000 at *m/z* 400 with the following source parameters: sheath gas flow, 50; auxiliary gas flow rate, 10; tube lens, −14.7 V; capillary voltage, 1 V; ion spray voltage, 3 kV. **For 6 to 9;** A InertSutain AQ-C18 column (*ϕ* 2 × 100 mm, 3 μm; GL science, Japan) was used in the analysis (injection volume, 10 μL; solvent, 2% methanol with 0.05% formic acid; flow rate; 0.2 mL/min). After each analysis, the column was re-equilibrated for 12 min at the initial conditions prior to the next sample analysis. MS analysis was performed in the negative FTMS mode at a resolution of 30,000 at *m/z* 400 with the following source parameters: sheath gas flow, 50; auxiliary gas flow rate, 10; tube lens, −32 V; capillary voltage, −4 V; ion spray voltage, 3 kV. MS spectra were detected by Orbitrap Fourier transform mass spectrometer (Orbitrap FT-MS) and MS/MS spectra were detected by linear ion trap quadrupole mass spectrometer (LTQ-MS). Compounds were identified by exact mass and characteristic transitions (precursor ion to daughter ion).

### Incorporation assay

For the aseptic culture of rice, all the procedures were performed in sterile environments. Sterilized seeds of rice were germinated in the dark at 30 °C for 3 days. Then, transferred each four seedlings to test tubes (30 × 200 mm) containing distilled water with 0.1 mM [2,5-^13^C_2_]-**4** for 7 days. [2,5-^13^C_2_]-**4** was synthesized previously^31^. The seedlings were grown under light at 30 °C. Culture media were collected after seedlings were incubated for 7 days. Negative controls were incubated in the same way without rice seedlings. The filtered media was dryed in a centrifugal evaporator and rice seedlings were divided into two parts, shoot and root. All samples were prepared for LC-MS/MS analysis using the sample preparation procedure.

### Enzyme preparation and assay

Three grams of frozen roots of rice was extracted with buffer A (100 mM MES-NaOH, pH 6.0, 0.1% (w/v) CHAPS, 10% glycerol, 1 mM PMSF, 1 mM DTT) in a test tube containing a stainless-steel bead and milled using a beads beater. The extract was centrifuged at 10,000 × *g* for 30 min. After centrifugation, the supernatant was placed in dialysis with tubing with an MWCO value of 14,000 in buffer B (20 mM MES-NaOH, pH 6.0). The resulting supernatant with molecular weight over 30 kDa obtained by ultrafiltration (Amicon Ultra-15, 30,000 MWCO). Assays were performed to confirm the enzymatic activity converting **4** into **2**. 2 μL of 2 mM [2,5-^13^C_2_]-**4** and 1 μL of 10 mM NaNO_2_ dissolved was added to 20 μL of the enzyme in buffer B in a 1.5 mL tube, and the reaction mixture was incubated at 30 °C for 3 h. The reaction was stopped by boiling and the mixture was centrifuged at 15,000 × *g* for 20 min. The converting activity of the crude enzyme was analyzed by LC-MS/MS analysis in the positive mode. An ADME column (*ϕ* 2 × 100 mm, 3 μm; Shiseido, Japan) was used in the analysis (injection volume, 10 μL; solvent, 98% ammonium formate; flow rate; 0.2 mL/min).

## Supplementary information

Supplementary materials

# Supplementary material for: A Fairy Chemical, Imidazole-4-carboxamide, is Produced on a Novel Purine Metabolic Pathway in Rice
**Source:** Sci Rep. 2019 Jul 9;9:9899. doi: 10.1038/s41598-019-46312-7
**Supplement:** Supplementary file 1 — Supplementary materials

**Supplementary materials**

**A Fairy Chemical, Imidazole-4-carboxamide, is Produced on a Novel Purine Metabolic Pathway in Rice**

**Hirohide Takemura^1^, Jae-Hoon Choi^2,3^, Nobuo Matsuzaki^1^,** **Yuki Taniguchi^2^, Jing Wu^3^, Hirofumi Hirai^2,3^, Reiko Motohashi^2,3^, Tomohiro Asakawa^4^, Kazutada Ikeuchi^5^, Makoto Inai^6^, Toshiyuki Kan^6^, and Hirokazu Kawagishi^1,2,3,^***

**Supplementary Fig. S1. Chemical synthesis of FCs.** Methods A to D were described in references 16, 31, 15 and 17, respectively. Conversion of **1** to **3** was carried out with xanthine oxidase (XOD) from buttermilk in 10 mM phosphate-buffered saline (PBS), pH 7.4.^17^

**Supplementary Fig. S2.** **Gene expression profiles of rice treated with 1, 3 and 2.** Hierarchical clustering analysis was performed using Subio Platform ver 1.14 (Subio). Sample tree is at the top and gene tree is at left. The color bar at right shows levels of expression: red indicates up-regulated genes and blue indicates down-regulated ones to the control (log_2_ ratio). The horizontal axis shows samples (treating substances, concentration of each substance, root/shoot and dye-swap to normalize for dye effect). The gene expression profile data of **1** and **3** were cited from reference 10.

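The 8 arrays of ICA were clustered by average linkage on 1 − Pearson r of the log2 ratios over 4096 probes called in at least 1 comparison and measured on all 8. The arrays of each dye swap joined first, with r of 0.944 and 0.978 in shoots at 2 and 10 μM and 0.791 and 0.891 in roots. The doses then joined within each tissue, at a height of 0.290 in shoots and 0.379 in roots, and the tissues joined last, at 0.597. Arrays of different tissues had r between 0.300 and 0.473. The probes were selected by their change in these arrays, which raises the r of a swap above that over all tested probes.

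**Figure D3:**
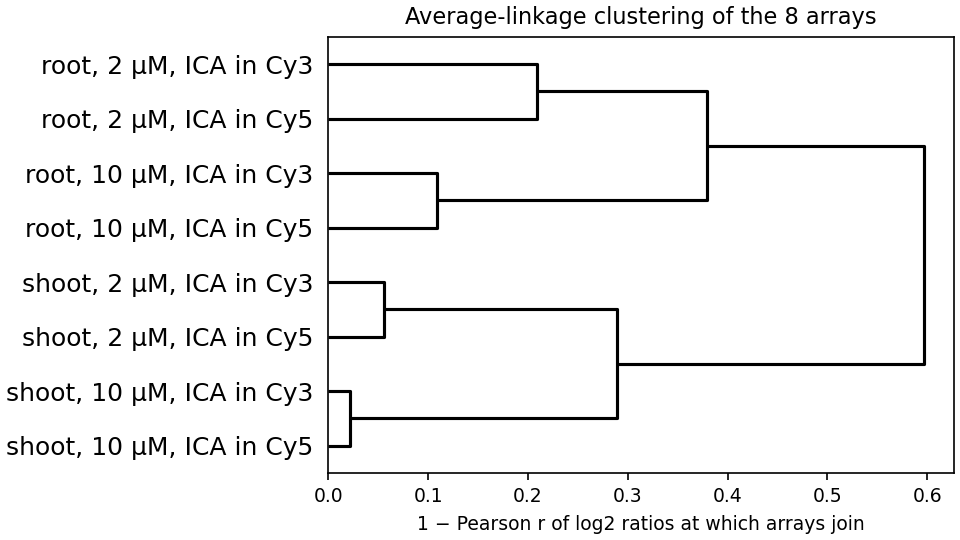
Average-linkage tree of the 8 arrays of ICA against control. The horizontal axis gives 1 − Pearson r at which arrays join. Both arrays of a swap are next to each other, and shoots and roots form separate branches.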

**Supplementary Fig. S3. The relative detection sensitivity of 2 in each phase.** [2,5-^13^C_2_]-**2** in the eluate were analyzed by LC-MS/MS. The values show the relative detection sensitivity compared with crude extracts.

**Supplementary Fig. S4.** **Quantitative analysis of fairy chemicals by LC-MS/MS** **in Arabidopsis.** The endogenous levels of **1**–**3** in shoot and root of Arabidopsis are described as black and white bars, respectively. [4-^13^C,2-^15^N]-**1** and [2,5-^13^C_2_]-**2** were used as internal standards. Results are the mean ± S.D. (n = 3). FW: fresh weight.

**Supplementary Fig. S5. Detection of FCs metabolites by FCs detection method.** LC-MS (bottom) and LC-MS/MS (top) chromatogram of the endogenous FCs metabolites which were newly detected in this study. MS spectra were detected by Orbitrap Fourier transform mass spectrometer (Orbitrap FT-MS) and MS/MS spectra were detected by linear ion trap quadrupole mass spectrometer (LTQ-MS). Compounds were identified by the exact mass and characteristic transitions (precursor ion to daughter ion). MS chromatograms and spectra of; (a) authentic **6**, (b) authentic **7**, (c) authentic **8**, (d) authentic **9**, (e) **7** from rice shoot, (f) **9** from rice root. Compound **6** and **8** were not detected from any part of rice.

**Supplementary Fig. S6.** **Detection of [2,5-^13^C_2_]-2 in rice at day 7 after treatment with 0.1 mM [2,5-^13^C_2_]-4.** LC-MS (bottom) and LC-MS/MS (top) chromatograms and MS spectra of a fraction 2 from shoot (a), root (b), and authentic sample (c). MS spectra were detected by Orbitrap Fourier transform mass spectrometer (Orbitrap FT-MS) and MS/MS spectra were detected by linear ion trap quadrupole mass spectrometer (LTQ-MS). Compounds were identified by exact mass and characteristic transitions (precursor ion to daughter ion).

**Supplementary Fig. S7. Detection of [2,5-^13^C_2_]-2 in reaction mixture of [2,5-^13^C_2_]-4 and crude enzyme from rice.** LC-MS/MS chromatograms of reaction mixture of [2,5-^13^C_2_]-**4** and crude enzyme were obtained by selected reaction monitoring (SRM) for [2,5-^13^C_2_]-**2**.

**Table S1. The recovery rate on the method.**

| compound | recovery rate (%) |
| --- | --- |
| **1** | 95 ± 2 |
| **2** | 94 ± 1 |
| **3** | 95 ± 1 |
| **6** | 82 ± 8 |
| **7** | 80 ± 9 |
| **8** | 84 ± 5 |
| **9** | 84 ± 4 |

The recovery rate of **1**-**3** and **6**-**9** from standard solutions without plant matrices following the procedure. An absolute amount of 10 ng was used.

**Table S2. Detection of 2 in plants by LC-MS/MS.**

| Plant | culture condition | tissue | ICA (**2**) |
| --- | --- | --- | --- |
| rice | aseptic | shoot | d |
|  |  | root | d |
|  | non-aseptic | chaff  endosperm | d  d |
| Arabidopsis | aseptic | shoot | d |
|  |  | root | d |
| cucumber | aseptic | shoot | d |
|  |  | root | d |
| lettuce | aseptic | shoot | d |
|  |  | root | d |
| komatsuna (*Brassica rapa*) | aseptic | shoot | d |
|  |  | root | d |
| tomato | aseptic | shoot | d |
|  |  | root | d |
| *Eucalyptus* | non-aseptic | shoot | d |
|  |  | root | d |
| broccoli | non-aseptic | shoot | d |
|  |  | root | d |

Compound **2** was identified on LC-MS/MS by comparing the retention time, precursor ion and mass transitions with those of standards. d: detected.

**Table S3. Quantification of 6 to 9 in rice and Arabidopsis by LC-MS/MS.**

| compound | shoot of rice | root of rice | shoot of Arabidopsis | root of Arabidopsis |
| --- | --- | --- | --- | --- |
| **6** | nd | nd | nd | nd |
| **7** | 0.17 ± 0.03 ng/g FW | nd | 5.88 ± 1.83 ng/g FW | 1.27 ± 0.47 ng/g FW |
| **8** | nd | nd | nd | nd |
| **9** | nd | 1.42 ± 0.24 ng/g FW | nd | nd |

All the compounds were identified on LC-MS/MS by comparing the retention time, precursor ion and mass transitions with those of standards. [4-^13^C,2-^15^N]-**1** was used as the internal standard. FW: fresh weight, nd: not detected.

How the deposited data were processed for this re-analysis (not part of the article)

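The samples were shoots and roots of rice seedlings grown for 2 weeks with or without ICA at 2 or 10 μM, on 8 Agilent rice arrays with 60-base probes. Every comparison of a tissue and a dose was made on 2 arrays with the dyes exchanged, and the arrays of each tissue were on a slide of their own. The labels number the arrays of a swap as replicates 1 and 2. The paper describes them as dye swaps, so each comparison was read as 1 replicate, and no p-value across genes was taken as a test of ICA against control.

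The authors made all values with Agilent's Feature Extraction, version 10.7.3.1 per the file headers (the paper's methods name another version). The deposited log10 ratios are Cy5 over Cy3 of the processed signals, after the authors' background detrending, surrogates for dim spots, and dye normalization with a linear factor and LOWESS within each array. The deposited p-value of each ratio comes from the error model of the authors' Feature Extraction run within an array. The deposited intensities are the authors' processed signal of each channel, and the mean spot signal with the median local background, to which nothing had been done. The deposited series table holds log10 of ICA over control and differed from the turned log10 ratios by at most 4.984e-06. The flags for outlier, saturated and well above background spots were set by the same Feature Extraction run.

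Each array held 45151 spots, of which 43734 were not controls, in 42477 probes with 37955 distinct sequences. Spots marked as non-uniform or population outliers were left out, 45 to 78 per array, and spots of 1 probe were averaged. Loci were read from the annotation of the array or, where it gave none, from the name of the probe, a rule that was set once the annotation had been seen; 473 probes had no locus. Log10 ratios were turned to log2 of ICA over control and averaged over the arrays of a swap. A probe was tested where it was well above background on both arrays in the ICA RNA or in the control RNA, and was called where it was at least 2-fold changed in the same direction on both arrays. A Table 1 gene, xanthine dehydrogenase or a listed gene is the mean of its tested probes, and every other named gene is 1 probe. That probe is the one with the largest mean change among the called probes of the gene. Its value is thus selected to be large and is not directly comparable with a mean over probes. The number of arrays limits the precision, and dim probes have the widest error. No counts are involved, so no interval for counting error was given.

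The named genes were fixed by a rule: each gene of Table 1, xanthine dehydrogenase, and for each tissue the 3 genes with the largest rise and the 3 with the largest fall over the 4 arrays of the tissue, among genes called in the same direction at both doses and above background in both channels on all of these arrays. Correlations across probes (Pearson and Spearman) were computed between the arrays of a swap, between doses and between tissues, and the value for unchanged doses against a shared control was simulated. The simulation gave treated and control RNA an equal spread. Clustering used average linkage on 1 − Pearson r. Lists of genes were made from words in the annotation (glutathione S-transferase, aquaporin, purine metabolism), and the root-enriched list was the 500 probes with the largest difference in brightness between root and shoot arrays, over both channels. The median of each list was compared with 10000 random lists of the same size drawn within 20 bins of brightness. A list of clock genes by words, and a list of the 500 most shoot-enriched probes, were added later for tests of explanations. limma was run per tissue with the arrays of a swap as replicates, at an adjusted p under 0.05 (Benjamini-Hochberg), as a result of second rank.

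Before the data were examined these alternatives were chosen: limma's normexp correction with an offset of 50 and loess; loess with no background correction; the deposited series table; no filter on detection; both channels above background; 1.5-fold in place of 2-fold; Feature Extraction's p-value under 0.01 on both arrays; genes in place of probes; each array of a swap left out; and for limma a term for dye orientation, 1 fit over all 8 arrays, normexp, no filter, a slide block and leave-one-out. Table 1 genes from only those probes whose annotation gives the locus was an alternative chosen after the values were seen. Arrays of **1** and **3** and the mass spectrometry of the paper were not analysed here.

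On simulated arrays with 200 changed probes per comparison, the 2-fold rule found between 97.0% and 98.5% of them and called 0 unchanged probes. limma's tested set held 196 to 198 of the changed probes per comparison. It found between 78.3% and 89.3% of these, and called at most 1 unchanged probe. All simulated changes were larger than the 2-fold limit, so high recovery by the 2-fold rule was built in. Noise was drawn separately for each array and without regard to brightness. Errors shared by both arrays of a swap and the wider error of dim probes were thus left out. The rate of false calls in the real data was not estimated by these simulations. Lists of 50 simulated genes with no shift fell outside the 95% range of random lists in 4.0% to 7.5% of 200 trials. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.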

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

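The tests of root material on the root-enriched probes as a set and of the time of collection on clock genes were written down before their results were seen. The tests on abundant root transcripts, noise, slide and dye were chosen after the results were seen, and that on abundant root transcripts after several limits had been tried. None of the differences between tissues or doses given here was tested against replicates, since each comparison has 1.

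*TIP2;1* (Os02g0658100) moved in opposite directions in both tissues on every array: its log2 ratio was higher in shoots than in roots by 2.77 at 2 μM and by 2.83 at 10 μM. It was the single locus called higher in shoots and lower in roots at both doses. RCc3 (Os02g0662000) at 10 μM was higher in shoots and lower in roots on every array, a difference of 3.59. In shoots its mean ratios at 10 and 2 μM differed by 3.32. The value at 2 μM is near background, and 1 of its 2 probes was at background there in the ICA RNA on both arrays. The size of the difference between doses is therefore uncertain. Root material in the ICA shoot RNA is a candidate explanation. In shoots at 10 μM 73.0% of the root-enriched probes outside Table 1 were higher on both arrays and 13.3% lower, with a median of 0.66, and at 2 μM 55.5% were higher and 21.5% lower, with a median of 0.24. Both results went with root material, in a test that could have gone against it, and a change of root-enriched genes in shoots would give them too, so that some root material and such a change cannot be told apart. Root material as the whole of a rise would also bring the other transcripts that are abundant in roots, in the same share. Shares are ratios of signals on different slides, not scaled to each other, so that the percentages depend on the scale of the slides; a common factor leaves their ratios and the counts below as they are. With ICA roots as the source, *TIP2;1* needs a share of 4.81% at 10 μM and 3.38% at 2 μM, and RCc3 needs 2.08% at 10 μM. The 50 root-enriched probes brightest in ICA roots implied a median share of 0.311% at 10 μM (upper quartile 1.54%) and 0.0645% at 2 μM (upper quartile 0.524%). With control roots as the source, the upper quartile was 0.729 of the share needed by *TIP2;1* at 10 μM, 0.440 of it at 2 μM, and 1.17 of that needed by RCc3. Of these probes, 11 (9 loci) with ICA roots and 7 (4 loci) with control roots had a signal in shoots under 0.1 of the level that the share for *TIP2;1* brings at 10 μM, and 13 (10 loci) and 8 (6 loci) at 2 μM. For RCc3, 5 probes of 3 loci were under 0.1 with either source. These values argue against root material as the whole of the rise of *TIP2;1* at either dose. For RCc3 at 10 μM the sources differ, and root material as the whole of its rise cannot be told apart from a change in shoots. The reading of abundant transcripts, its sources and its limit were chosen after the first test was seen, and the upper quartile was the last of 4 limits, taken when the outcomes of the others were known. The first limit, most probes under 0.5 of the level needed with control roots, went with root material for both genes. The next, at least 5 probes under 0.1 with ICA roots, went against it for both genes, but was set when the 5 of RCc3 had been seen, and was dropped. Then the limit of 0.5 was applied with both sources: 31 and 30 of 50 were under it for *TIP2;1* at 10 and 2 μM with ICA roots, 14 and 16 with control roots, and 16 and 13 for RCc3 with ICA and control roots, which left *TIP2;1* open and went with root material for RCc3. The reading against root material as the whole of the rise of *TIP2;1* thus depends on the limit. A change in shoots under ICA stays open and was not tested.

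*GST6* (Os09g0367700) had log2 ratios of opposite sign at 10 and 2 μM on every array, with a difference of 2.53 in shoots and 2.48 in roots. *Tau GST4* (Os10g0528300) did so in roots as the mean of its 3 probes, with a difference of 1.20. Of these probes 1, of another sequence, was higher at both doses (0.12 at 2 μM and 0.96 at 10 μM). In shoots the fall of *GST6* at 2 μM was under 2-fold on 1 array. In roots at 2 μM *GST6* had −0.11 and −0.26 on the arrays of the swap. There 0 of 6 readings of its probes had Feature Extraction's p under 0.01, so a fall in roots is not shown. *Tau GST4* in roots at 2 μM was within 0.1 of 0 on both arrays. An effect of the dye on a dim probe would turn the direction with the orientation. *GST6* in shoots at 2 μM was at −0.57 on the array nearer 0 and lower on the other, so the dye alone is not the source in shoots. Of 6 readings of its probes there, 3 had Feature Extraction's p under 0.01, and no probe had it on both arrays. The ICA signal was 33.2, so noise at a dim probe is not excluded and a fall in shoots is not clearly shown either. For the difference between 10 and 2 μM, the dose is the remaining difference that the design names, and it was not tested.

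In shoots at 10 μM 3063 probes were called, most of them outside the genes that the paper discusses, against 863 in roots at 10 μM. Noisier shoot arrays would give probes that are 2-fold changed in opposite directions on the arrays of a swap, and 0 were found in shoots at 10 μM. This count was 0 or 1 in every comparison, so it does not rank the tissues by noise. The SD over probes of the difference between the arrays of a swap, divided by 2, was slightly larger in shoots (0.151) than in roots (0.137) at 10 μM, while the SD of the mean itself was 0.657 and 0.408. The former holds array noise and also a dye effect that cancels in the mean. Noise that differs between the arrays of a swap is thus argued against as the source of the excess, and errors that both arrays share were not tested. The slide and scan cannot be told apart from the tissue, since each tissue was on 1 slide. The tissue itself stays open, and plants were not replicated.

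At both doses and in both tissues, 119 probes of 36 loci were called higher, and 18 probes of 11 loci lower. Control plants collected at another time of day are a candidate explanation, if the same control plants served every comparison. Of 16 loci with at least 1 probe annotated as a clock component or CONSTANS-like (other probes of a locus can bear another annotation, and all detected probes were averaged), without Os10g0560400 whose rise had been seen, 15 were measured. Their median size of change was at the 96.98th, 55.81th, 100th and 100th percentile of random lists of like brightness in shoots at 2 and 10 μM and roots at 2 and 10 μM. At each dose 12 of 15 changed in the same direction in shoots and roots. Of all probes tested in both tissues, 63.9% did so at 2 μM and 64.4% at 10 μM. The agreement of the 15 loci was not tested against this level, and nothing is concluded from it. The lowest of the percentiles of the clock loci is within that of random lists, and the others are near or beyond their edge. The time of collection and an effect of ICA on these genes thus cannot be told apart without the times. Os03g0284100, singled out after its values were seen, had log2 ratios of 2.17, 3.13, 2.19 and 3.15 in that order. An effect of ICA shared by both tissues stays open.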

How the results depend on the processing

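The alternative that uses only probes whose annotation gives the locus was chosen after seeing the data, and kept the side of the 2-fold rule for all 22 values of Table 1 genes and tissues it was run on. No called value reversed under any alternative, and the deposited series table moved no result. List medians near 0 changed their sign on 1 array alone: those of aquaporin genes in shoots at 2 μM, of purine metabolism genes in shoots at 2 μM and in roots at both doses, and of root-enriched probes in roots at both doses. With no background correction those of purine metabolism genes and root-enriched probes in roots at 2 μM changed it too. Xanthine dehydrogenase, Os04g0553500 and Os11g0211800 in roots at 2 μM, none of them called, also changed sign on 1 array, and Os11g0211800 under normexp as well. The median of all tested probes moved by less than 0.1 on the log2 scale under each normalization. Where no cause is named, the cause was not tested. A slide block was not run, since each tissue was on 1 slide.

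Counts of changed probes under normexp with an offset of 50 and loess were 313 higher and 510 lower in shoots at 2 μM, 813 higher and 1053 lower in shoots at 10 μM, 139 higher and 52 lower in roots at 2 μM, 195 higher and 215 lower in roots at 10 μM. With no background correction and loess they were 341 higher and 600 lower in shoots at 2 μM, 941 higher and 1144 lower in shoots at 10 μM, 148 higher and 56 lower in roots at 2 μM, 207 higher and 240 lower in roots at 10 μM. Both leave background in the signals of dim probes, by an offset or by no subtraction, which shrinks their ratios by construction. The rule of 1.5-fold on both arrays, less strict by construction, gave 1963 higher and 2825 lower in shoots at 2 μM, 3523 higher and 3938 lower in shoots at 10 μM, 530 higher and 435 lower in roots at 2 μM, 1044 higher and 1534 lower in roots at 10 μM, and Feature Extraction's p under 0.01 on both arrays gave 2158 higher and 2900 lower in shoots at 2 μM, 3701 higher and 4095 lower in shoots at 10 μM, 540 higher and 464 lower in roots at 2 μM, 1033 higher and 1534 lower in roots at 10 μM. With genes in place of probes, which tests fewer items, counts were 277 higher and 705 lower in shoots at 2 μM, 983 higher and 1115 lower in shoots at 10 μM, 71 higher and 71 lower in roots at 2 μM, 203 higher and 353 lower in roots at 10 μM. The share of called probes that were lower in roots at 2 μM, 34.3%, was 45.1% under the 1.5-fold rule, 46.2% under the p-value and 50.0% with genes in place of probes. Counts stayed within 1.5 times under no filter on detection and with both channels above background.

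On 1 array alone, where the rule asks less by construction, counts were 760 to 864 higher and 1221 to 1476 lower in shoots at 2 μM, 168 to 193 lower in roots at 2 μM, and 505 to 559 higher and 655 to 759 lower in roots at 10 μM. Of Table 1 genes, RCc3 ranged from −1.26 to −0.81 and from −1.16 to −0.82 in roots at 2 and 10 μM and from −1.15 to −0.31 in shoots at 2 μM, and *GST6* from −1.19 to −0.57 in shoots at 2 μM; without replicate 1 each of these was called.

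Under normexp and loess, *TIP2;1* in shoots (0.64 at 2 μM and 0.77 at 10 μM), *GST6* in shoots at 10 μM (0.99) and *Tau GST4* in roots at 10 μM (1.01) kept their direction and were no longer 2-fold on both arrays. With no background correction and loess the same values were 0.79, 0.90, 1.15 and 1.04, also not called. Under the 1.5-fold rule and under the p-value, *TIP1;1* (−0.83), the metal transporter (−0.62) and RCc3 (−1.04) in roots at 2 μM and RCc3 in roots at 10 μM (−0.99) were called with the same values, and under the 1.5-fold rule also *Tau GST4* in shoots at 10 μM (0.83). No filter on detection and both channels above background changed no call of a Table 1 gene. Of the other named genes, 2 values were no longer called under normexp and loess (both of Os05g0407100 in shoots), 1 with genes in place of probes (Os02g0758000 in shoots at 2 μM), and 1 more was called under each of the less strict rules (Os05g0135500 in shoots at 2 μM).

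The median of the glutathione S-transferase genes was 0.023 and 0.18 in shoots at 2 and 10 μM and 0.057 in roots at 10 μM under normexp and loess, and 0.020 in shoots at 2 μM and 0.058 in roots at 10 μM with no background correction and loess. In roots at 10 μM it was 0.093 with no filter on detection and 0.070 with both channels above background. On 1 array alone it ranged from 0.052 to 0.060 in shoots at 2 μM, −0.088 to −0.039 in roots at 2 μM and 0.0781 to 0.0789 in roots at 10 μM. Root-enriched probes in shoots had medians of 0.10 and 0.35 at 2 and 10 μM under normexp and loess, 0.028 and 0.37 with no filter, and 0.45 at 10 μM with no background correction. Aquaporin genes in roots at 2 μM had −0.23 with both channels above background and −0.20 to −0.042 on 1 array. Purine metabolism genes ranged from 0.15 to 0.33 in shoots and −0.016 to 0.16 in roots at 10 μM on 1 array.

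Correlations kept their sign under each alternative. Under normexp and loess r was 0.755 and 0.728 between doses in shoots and roots, 0.494 and 0.437 between tissues at 2 and 10 μM, and 0.845, 0.909, (not moved), 0.790 between the arrays of a swap in shoots at 2 and 10 μM and roots at 2 and 10 μM. With no background correction and loess it was 0.7499 and 0.721 between doses in shoots and roots, 0.486 and 0.438 between tissues at 2 and 10 μM, and 0.843, 0.909, 0.611, 0.788 between the arrays of a swap in shoots at 2 and 10 μM and roots at 2 and 10 μM. With no filter on detection, which adds probes at background, it was 0.669 and 0.553 between doses in shoots and roots, 0.353 and 0.348 between tissues at 2 and 10 μM, and 0.725, 0.834, 0.367, 0.627 between the arrays of a swap in shoots at 2 and 10 μM and roots at 2 and 10 μM. With both channels above background it was 0.740 and 0.690 between doses in shoots and roots, 0.464 and 0.433 between tissues at 2 and 10 μM, and 0.832, 0.902, 0.618, 0.791 between the arrays of a swap in shoots at 2 and 10 μM and roots at 2 and 10 μM. On 1 array per comparison r was 0.726 to 0.737 and 0.687 to 0.702 between doses in shoots and roots and 0.458 to 0.468 and 0.431 to 0.436 between tissues at 2 and 10 μM.

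limma counts are given as higher and lower in shoots at 2 and 10 μM and roots at 2 and 10 μM. With the dye orientation as a replicate block they were 14599 and 13335, 14929 and 14708, 6884 and 7360, 11124 and 10169, with 1 residual degree of freedom. All 8 arrays in 1 fit gave 1377 and 1572 in roots at 2 μM, and no filter on detection gave 99 and 53 there. In leave-one-out fits, where the lone array is assumed to vary like the others, higher counts ranged from 3756 to 6075 and 5178 to 8582 in shoots at 2 and 10 μM and from 463 to 1239 and 1717 to 3177 in roots, and lower counts from 4196 to 6424 in shoots at 2 μM and 433 to 1365 in roots at 2 μM.

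Signal over background limits what can be read of dim genes. The metal transporter was not above background in shoots, and RCc3 in shoots at 2 μM and *GST6* in shoots at 2 μM were close to it.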

Differences from the paper's values

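The paper gives a fold change of 2.46 for *Tau GST4* at 10 μM ICA, and the mean of its 3 probes in roots was 2.24, a gap larger than the spread between the arrays of the swap. Among the alternatives set before the data were examined, none came within that spread: normexp and loess (2.01), no background correction and loess (2.06), the deposited series table, no filter on detection, both channels above background (2.24 in each), and each array left out (2.19 and 2.29). With only those probes whose annotation gives the locus, an alternative chosen after seeing the values, it was 2.40 and within the error. The 3 probes alone had 2.36, 2.44 and 1.95. The last is of another sequence, had a control signal of 83.7 and lowers the mean, while 2.44 is within the spread of the paper's value. The paper does not state which probes its values come from. The other 9 values that the paper gives for ICA in Table 1 were within the spread between arrays in roots.

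Table 1 names no tissue. In roots, 10 of its 10 values for ICA had the same direction here. In shoots 8 could be measured, of which 5 had the same direction and 1 was within the spread. In roots 9 of the 10 were within the spread, so the ICA values of Table 1 were read as those of roots. The paper states that ICA lowered *TIP2;1* and RCc3, and both were lower in roots here. In shoots *TIP2;1* was higher, at 1.28 and 1.31 on the log2 scale at 2 and 10 μM, and RCc3 was higher at 10 μM, at 2.60. These shoot values are from another tissue and do not contradict Table 1.

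The paper states that the fall of *TIP1;1*, the metal transporter and RCc3 was significant, and its text names no test for it. In roots, *TIP1;1* (−0.83) and the metal transporter (−0.62) at 2 μM and RCc3 at 2 μM (−1.04) and 10 μM (−0.99) were lower on both arrays but not 2-fold on both. All 4 are called by the rule of 1.5-fold on both arrays, and also by Feature Extraction's p-value under 0.01 on both arrays. Without replicate 1, RCc3 is also called at both doses.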

Other observations

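The test of shoot material in roots was written down before its result was seen. The tests on dim probes and on the shared control, and the reading of abundant shoot transcripts, were chosen after the results were seen.

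Xanthine dehydrogenase (Os03g0429800, mean of 4 probes), which the paper discusses as a single gene of rice, had log2 ratios of 0.16 and 0.32 in shoots at 2 and 10 μM and of −0.048 and −0.12 in roots, none of them 2-fold. The 17 genes annotated as purine metabolism, which include 1 gene for a molybdenum cofactor whose annotation names xanthine dehydrogenase, had a median of 0.28 in shoots at 10 μM (98.83th percentile of random lists; 0.15 with 1 array and 0.33 with the other). In shoots at 2 μM the median was 0.0014 (40.56th percentile), and in roots −0.031 and 0.018 (24.33th and 56.14th).

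Of 13 aquaporin genes, which include *TIP1;1* and *TIP2;1*, 11 were detected in roots, with a median of −0.43 at 10 μM, below all random lists (−0.20 on the array with ICA in Cy5 and −0.54 on the other), and −0.080 at 2 μM (2.69th percentile; −0.042 and −0.20). In shoots 10 were detected, with medians of 0.080 at 2 μM (73.5th percentile; 0.22 and −0.086) and 0.13 at 10 μM (79.64th percentile; 0.23 and 0.025). The 500 root-enriched probes had a median of −0.0037 in roots at 2 μM (44.9th percentile) and −0.019 at 10 μM (0.06th), where 2 were called higher and 26 lower. In shoots, with the genes of Table 1 kept, 282 of them were detected at 10 μM, with 90 called higher and 7 lower.

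The rule set for named genes ranks the genes called at both doses by their mean over the 4 arrays of a tissue, so other genes can change more at 1 dose. In shoots it named Os03g0592500 and Os09g0346500, both annotated as chlorophyll a/b binding proteins, and Os03g0387900 as higher, with 3.62, 3.76 and 3.48 on the log2 scale at 10 μM. It named Os04g0553500, Os11g0211800 and Os04g0677200 as lower in shoots, with −4.51, −1.76 and −1.67 at 10 μM and −1.85, −3.88 and −3.72 at 2 μM. In roots it named Os07g0147500 (photosystem II 10 kDa polypeptide), Os10g0560400 (CONSTANS-like) and Os03g0228200 as higher, with 4.15, 3.87 and 3.77 at 2 μM, and Os05g0135500, Os02g0758000 and Os05g0407100 as lower, with −2.34, −2.16 and −2.02 at 2 μM. Every gene named as higher was at least 2-fold higher on both arrays at both doses in both tissues. These rises were thus not specific to 1 tissue. Those named in shoots were at 2.64, 2.94 and 3.03 in roots at 10 μM. Those named in roots were at 2.08, 1.76 and 1.67 in shoots at 2 μM. Falls were less shared: Os11g0211800 was higher in roots at 10 μM, at 1.62, and Os05g0135500 was not 2-fold lower in shoots.

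A photosynthesis gene, Os07g0147500, was the first by this rule among the rises in roots. Shoot material in the ICA root RNA could bring this rise, and would raise shoot-enriched probes as a set at both doses. At 2 μM 31.4% of 140 such probes were higher on both arrays and 25.7% lower, with a median of 0.050. At 10 μM the set went the other way, with 56.9% of 144 higher, 22.2% lower and a median of 0.33. The rise of Os07g0147500 would need a share of 6.91% of ICA shoots at 2 μM and 3.02% at 10 μM, and 50 of the 50 shoot-enriched probes brightest in ICA shoots were under 0.5 of the level that it brings at each dose (50 and 37 under 0.1; these percentages too depend on the scale of the slides, and the counts do not), and so were all 50 with control shoots as the source. Shoot material as the source of this rise is thus argued against by the abundant transcripts at both doses and by the set at 2 μM, while a small share at 10 μM is not excluded by the set. A change of photosynthesis genes in roots under ICA is a hypothesis, with the time of collection and the 1 replicate left open.

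Called probes were dimmer than tested ones, with a median log2 brightness of 9.09 against 10.3 in shoots at 10 μM and 7.15 against 9.47 in roots at 10 μM. The normalization of dim spots is a candidate cause. With normexp, loess and both channels above background, 56.6% of all 5706 calls were again called (46.2% in roots at 10 μM). With normexp and loess alone, all 5706 kept their direction. The offset of normexp shrinks the ratios of dim spots by construction, so lost calls cannot be told apart from this shrinkage.

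The r of 0.726 between doses in shoots was above the 0.500 simulated for unchanged doses with a shared control. Whether both doses were compared with the same control RNA is not stated, and the simulated value holds only if they were. It also assumes an equal spread of treated and control RNA, and a control that deviates more would raise it. How much of r comes from a control RNA that may have been shared and how much from a response to ICA at both doses cannot be told apart, because no control was compared with another control.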
